# Glutamate is effective in decreasing opacity formed in galactose-induced cataract model

**DOI:** 10.1038/s41598-024-54559-y

**Published:** 2024-02-19

**Authors:** Masaru Takashima, Shunki Yamamura, Chie Tamiya, Mayumi Inami, Yoshihiro Takamura, Masaru Inatani, Masaya Oki

**Keywords:** Lens diseases, Transcription

## Abstract

Although cataract is the leading cause of blindness worldwide, the detailed pathogenesis of cataract remains unclear, and clinically useful drug treatments are still lacking. In this study, we examined the effects of glutamate using an ex vivo model in which rat lens is cultured in a galactose-containing medium to induce opacity formation. After inducing lens opacity formation in galactose medium, glutamate was added, and the opacity decreased when the culture was continued. Next, microarray analysis was performed using samples in which the opacity was reduced by glutamate, and genes whose expression increased with galactose culture and decreased with the addition of glutamate were extracted. Subsequently, STRING analysis was performed on a group of genes that showed variation as a result of quantitative measurement of gene expression by RT-qPCR. The results suggest that apoptosis, oxidative stress, endoplasmic reticulum (ER) stress, cell proliferation, epithelial-mesenchymal transition (EMT), cytoskeleton, and histones are involved in the formation and reduction of opacity. Therefore, glutamate may reduce opacity by inhibiting oxidative stress and its downstream functions, and by regulating the cytoskeleton and cell proliferation.

## Introduction

Cataract is characterized by lens opacity, vision loss, and blindness, and is the leading cause of blindness worldwide^1^. Currently, the sole treatment for cataracts is the surgical insertion of artificial lenses^2^, a procedure often unavailable in developing countries with less advanced medical systems. Therefore, pharmacological approach to treatment is desired.

Cataracts develop due to a variety of factors, including aging and exposure to ultraviolet light. However, diabetes accelerates cataract development and increases the risk by 2–5 times^3,4^. We prioritized diabetic cataracts due to the increasing number of diabetic patients year by year^5^. In diabetic patients, the prevalence of cortical opacities and posterior subcapsular opacities is high^6^. Known diabetic cataract models include the in vivo streptozotocin diabetes model^7^, galactose diet-loaded model^8^, and Nile grass rats^9^. Additionally, as an ex vivo model, a galactose-induced cataract model is known, in which the lens is cultured in a medium containing galactose^8^. Since we have previously screened various drugs in a galactose-induced cataract model, we used the same model in this study.

Mechanisms of diabetic cataract formation include the formation of membrane-impermeable sugar alcohols, non-enzymatic glycation, and oxidative stress^10^. In hyperglycemic conditions, aldose reductase (AR) produces membrane-impermeable sugar alcohols, increasing intracellular osmotic pressure and resulting in opacity^11^. Non-enzymatic glycation is the chronic production of methylglyoxal, an intermediate from sugar metabolism, in a high-sugar environment. Methylglyoxal binds to various proteins, causing loss of function and abnormal aggregation, ultimately resulting in opacity^12^. Furthermore, methylglyoxal may contribute to the development of diabetic complications, as it is also involved in the substrate-induced increase in AR^13^. Oxidative stress leads to opacity when accumulated reactive oxygen species (ROS), like hydrogen peroxide (H_2_O_2_), induce protein denaturation and cellular damage^14^. Furthermore, it has recently been reported that the induction of endoplasmic reticulum (ER) stress response, lens epithelial cell (LEC) apoptosis, and epithelial-mesenchymal transition (EMT) are implicated in the development of diabetic cataracts^15–17^. Therefore, a homeostatic breakdown of LECs may play a role in the development of diabetic cataracts.

Antioxidants are abundant in the lens and may prevent damage. However, hyperglycemia depletes antioxidants and weakens antioxidant mechanisms in the lens. For example, ROS is eliminated by reduced glutathione (GSH), which serves as a reducing agent. Oxidized glutathione (GSSG) is regenerated through a reduction reaction that utilizes NADPH as a coenzyme. On the other hand, AR also utilizes NADPH to convert glucose to sorbitol, which depletes intracellular NADPH, making GSSG irreducible and promoting oxidative stress^18^. This suggests that reducing oxidative stress with antioxidants is crucial for the prevention and treatment of cataracts.

To date, antioxidants have been demonstrated to prevent cataracts at an experimental level, but a fundamental treatment has not yet been realized. Therefore, in this study, we explored the effectiveness of antioxidants in the treatment of cataracts. Antioxidants that have been demonstrated to prevent cataracts at the experimental level include curcumin, vitamin C, vitamin E, and pyruvate ^19^. Among these, we concentrated on the pathway associated with pyruvate. Pyruvate has been demonstrated to prevent not only diabetic cataracts but also cataracts caused by selenite and ultraviolet radiation^20–23^. Pyruvate is an intermediate in the glycolytic metabolic pathway and is involved in metabolism within the TCA cycle and fatty acid metabolism. Pyruvate is converted to acetyl-CoA, which is subsequently metabolized in the TCA cycle. α-Ketoglutarate (α-KG), produced in the TCA cycle, is recognized for its ability to bind to and eliminate ROS^24,25^. Furthermore, glutamate can be converted to α-KG through the action of either glutamate dehydrogenase, alanine aminotransferase, or aspartate aminotransferase. Therefore, glutamate may possess antioxidant properties similar to those of pyruvate.

Glutamate is a non-essential amino acid that is also synthesized in the lens^26^. Glutamate is a component of GSH and may play a role in the formation of GSH^27^. Furthermore, the addition of proline, a metabolite derived from glutamate, to an H_2_O_2_ medium, followed by lens incubation, resulted in the prevention of opacity^28^. This suggests that glutamate may be effective in both the prevention and treatment of cataracts. However, the effect of glutamate on cataracts remains unclear, as subcutaneous administration of monosodium L-glutamate to newborn mice induces cataracts^29^.

In this study, we investigated whether the opacity formed in a galactose environment could be resolved by the addition of glutamate. Furthermore, genes whose expression was suppressed by the addition of glutamate were measured by RT-qPCR, and cataract-related genes were identified. These results indicate that glutamate may be effective as a therapeutic agent to reduce lens opacity in diabetic cataracts. We also suggest that further comparisons with agents that have shown therapeutic efficacy in the past in our laboratory may lead to novel approaches to elucidating the pathogenesis of diabetic cataracts^30,31^.

## Results

### Glutamate addition reduce opacity in galactose-induced cataracts in rats

In the past, pyruvate has been reported to prevent diabetic cataracts in animal studies^20,21^. Furthermore, α-KG, which is produced from pyruvate in the TCA cycle, is known for its ability to bind to and remove ROS, a contributor to oxidative stress^24^. Therefore, we examined whether glutamate, which produces α-KG as well as pyruvate, could reduce the opacity formed by galactose. Lenses were extracted from 6-week-old Sprague–Dawley (SD) rats and cultured in a medium containing galactose for 3–4 days to induce opacity in the equatorial cortex. The lenses were subsequently cultured for 2–3 days in a medium containing either galactose alone or a galactose medium with various concentrations of glutamate (1 mM, 5 mM, 20 mM, and 40 mM) to determine the glutamate concentration at which the opacity was reduced (Fig. 1a–d). Schematic diagram representing the portion of the eye in the photograph in Fig. 1c are shown in Fig. 1b. As a result, the opacity area of lenses cultured in a medium containing only galactose increased compared to the area before the medium change, whereas a reduction in opacity was observed in media with glutamate at all concentrations (Fig. 1c). Next, we measured the alteration in opacity before and after the addition of glutamate (Supplementary Fig. S1). The results demonstrated that the opacity decreased when glutamate was added at all concentrations (Fig. 1d). Since the minimum and maximum concentrations at which the effect of reducing opacity was observed were 5 mM and 40 mM, respectively, the analysis was performed at 20 mM, which is the concentration in the middle.

**Figure 1:**
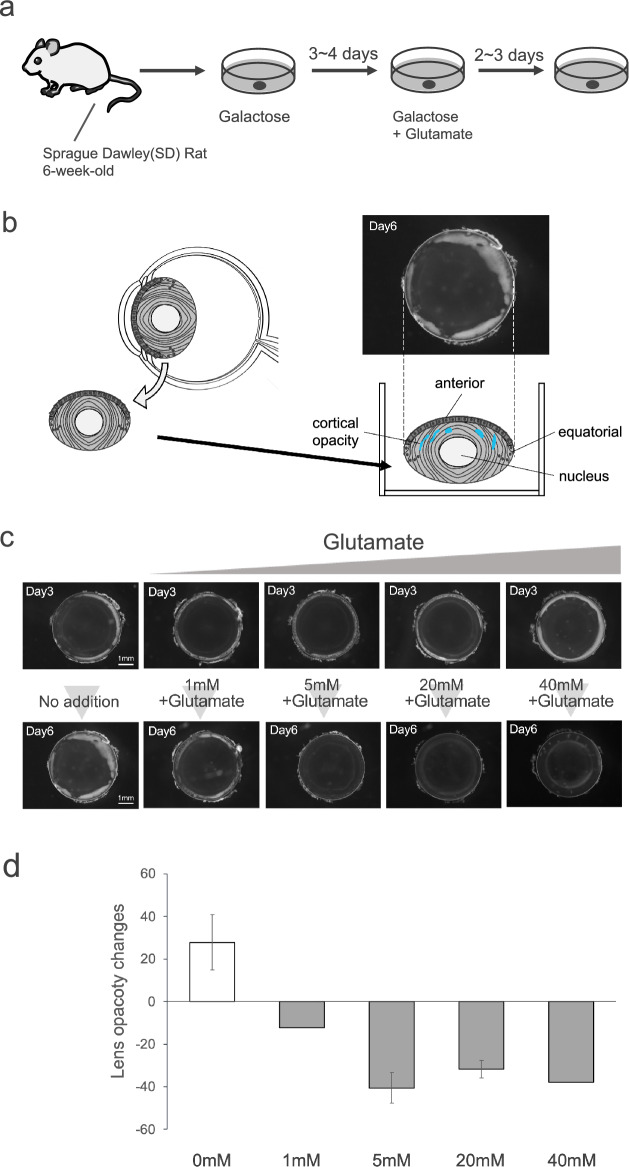
Effect of glutamate on lens opacity. (**a**) Scheme of the experiment using SD rat lens. (**b**) Position of the eyeball and lens. The lens photographs were taken from the anterior side, and each area is shown in the model diagram. (**c**) Rat lens cultured in 30 mM galactose-containing medium for 3–4 days (upper panel). In addition, after photographing the lens in the upper panel, sterile water as a vehicle control or glutamate dissolved in sterile water to final concentrations of 1, 5, 20, and 40 mM was added to the galactose-containing medium and cultured for 2–3 days. The number of days in the upper left panel indicates the total number of days of incubation. (**d**) The area of lens opacity without and with Glutamate was calculated, and the change in opacity before and after addition of the inhibitor was calculated. Data are expressed as mean ± SE. Samples used for quantification are shown in Supplementary Fig. S1.

### Identification of genes involved in the decrease of opacity using microarrays

To identify the genes associated with the development of lens opacity induced by galactose and the effect of glutamate on opacity reduction, we cultured 2 samples (Control) for 4 and 6 days without galactose, 3 samples (Galactose) were cultured for 6 days in a medium containing galactose to induce opacity, and 2 samples (Glutamate) were cultured in a medium containing galactose for 3 days to induce opacity, followed by the addition of glutamate and an additional 3 days of culture for microarray analysis. 

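The 7 lens samples were measured on GeneChip Rat Gene 2.0 ST arrays, 1 array per sample. The Control arrays came from 1 culture of 4 days and 1 of 6 days without galactose (Control Day 4 and Control Day 6), the 3 Galactose arrays from 6 days with 30 mM galactose, and the 2 Glutamate arrays from 6 days with 30 mM galactose, the last 3 of them with 20 mM glutamate. The deposited values are log2 signals per probe, which the authors normalized over all arrays together with the Robust Multi-array Average algorithm. Of the 36685 probes, 19086 have a gene in the platform annotation, and 5320 of these had a signal above 5 in at least 1 array. The median log2 signal of the 5320 probes was 5.77 in Control Day 4, 5.37 in Control Day 6, 5.68 to 5.76 in the Galactose arrays and 5.66 and 5.55 in the Glutamate arrays. The Control arrays lay farther apart than any other pair of one group: 1521 probes (28.6%) were at least 2-fold apart, 1352 of them lower in Control Day 6, against 35 to 320 probes in the other pairs. Groups were compared here with limma on the log2 signals, with 1 mean per group and a spread estimated from all 7 arrays, and p was adjusted over the 5320 probes by the Benjamini-Hochberg method. A gene is said to have changed at an adjusted p under 0.05. On simulated data with this design, where genes vary independently, the test found 23.6% of 2-fold and 88.8% of 4-fold changes from Control to Galactose. Lists of genes by function and cell type, fixed before the data were examined but after Supplementary Dataset S1, a selection made on these arrays, had been seen, were tested with camera, which asks whether a list moved further than the other genes. The number of arrays limits the precision, and since nothing in the paper's text states that the arrays come from separate animals, each p measures the spread between these samples. That spread includes the gap between the Control arrays, which differ in culture time, also where Glutamate is compared with Galactose.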

A flowchart for the extraction of target genes is shown in Fig. 2. First, out of 36,685 probes, probes without gene names were deleted, and then genes with signal values of 5 or less in all samples were deleted from 21,282 genes, which reduced the number of genes to 5714. Subsequently, the average signal values among the Control, Galactose, and Glutamate samples were calculated, and the genes whose expression levels increased more than two-fold from the Control to Galactose and decreased more than 1.5-fold from Galactose to Glutamate were extracted. The number of genes whose expression levels increased more than two-fold from Control to Galactose and decreased more than 1.5-fold from Galactose to Glutamate was 265 genes (Supplementary Dataset S1). Furthermore, to narrow down the number of genes for RT-qPCR, 60 genes were extracted from the genes whose expression levels decreased by 2.25-fold or more from control to glutamate under the condition that the expression level increased by two-fold or more from control to galactose. 

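Slc16a6, a member of the monocarboxylate transporter family, had a log2 signal of 2.78 ± 0.26 (SD, n = 2) in Control, 7.71 ± 0.14 (SD, n = 3) in Galactose and 5.77 ± 0.88 (SD, n = 2) in Glutamate. It rose from Control to Galactose by 4.93 on the log2 scale (standard error 0.37, adjusted p = 0.0234 from limma). Arrdc3, an arrestin domain protein, and Hmgb2, a chromatin protein abundant in dividing cells, rose by 4.00 and 2.44 (standard errors 0.40 and 0.25, adjusted p = 0.0315 for both). Slc5a3, the myo-inositol transporter, and Slc6a6, the taurine transporter, fell by 3.47 and fell by 3.38 (standard errors 0.32 and 0.33, adjusted p = 0.0315 for both). These were the 5 genes that changed from Control to Galactose. At an unadjusted p under 0.05, 626 probes were higher and 278 lower in Galactose (446 and 567 without Control Day 6, 1917 and 436 without Control Day 4, 516 and 168, 351 and 140, and 357 and 215 without Galactose 1, 2 and 3, and 538 and 522 after a second quantile normalization), and in 1785 of the 5320 the Galactose and Control arrays did not overlap, where chance gives 20.0%. From Galactose to Glutamate 0 genes changed in limma, with or without the replicate number as a block. The smallest adjusted p from limma was 0.364, and 0.147 when only the Galactose and Glutamate arrays were used. The Glutamate and Galactose arrays did not overlap in 1567 of the 5320 probes, where chance gives 20.0%. For Glutamate and Control the number was 1507, where chance gives 33.3%. At an unadjusted p under 0.05, 60 probes were higher and 234 lower in Glutamate (113 and 523 without either Control array, 31 and 123 without Galactose 2, 57 and 130 without Galactose 3, 33 and 166 without Glutamate 1, and 139 and 156 after the quantile normalization). By the fold rule on the group means, 254 of the 5320 probes were at least 2-fold up from Control to Galactose and at least 1.5-fold down from Galactose to Glutamate. Their median signal was 6.00 in Control Day 4, 4.96 in Control Day 6, 7.10 to 7.18 in the Galactose arrays and 6.11 and 6.07 in the Glutamate arrays. The Glutamate mean was within 1.5-fold of the Control mean for 141 of them and at least 1.5-fold above it for 111. The mirror of the rule, at least 2-fold down and then at least 1.5-fold up, took 34 probes. Without Control Day 6 the rule took 132 probes, 111 of them among the 254, and its mirror 55, and after a second quantile normalization the numbers were 152 and 73. The count of changed genes was 1717 without Control Day 4, 6 without Control Day 6 (1 of them among the 5), 0 without any 1 of the Galactose arrays and 1 without either Glutamate array.

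**Figure D1:**
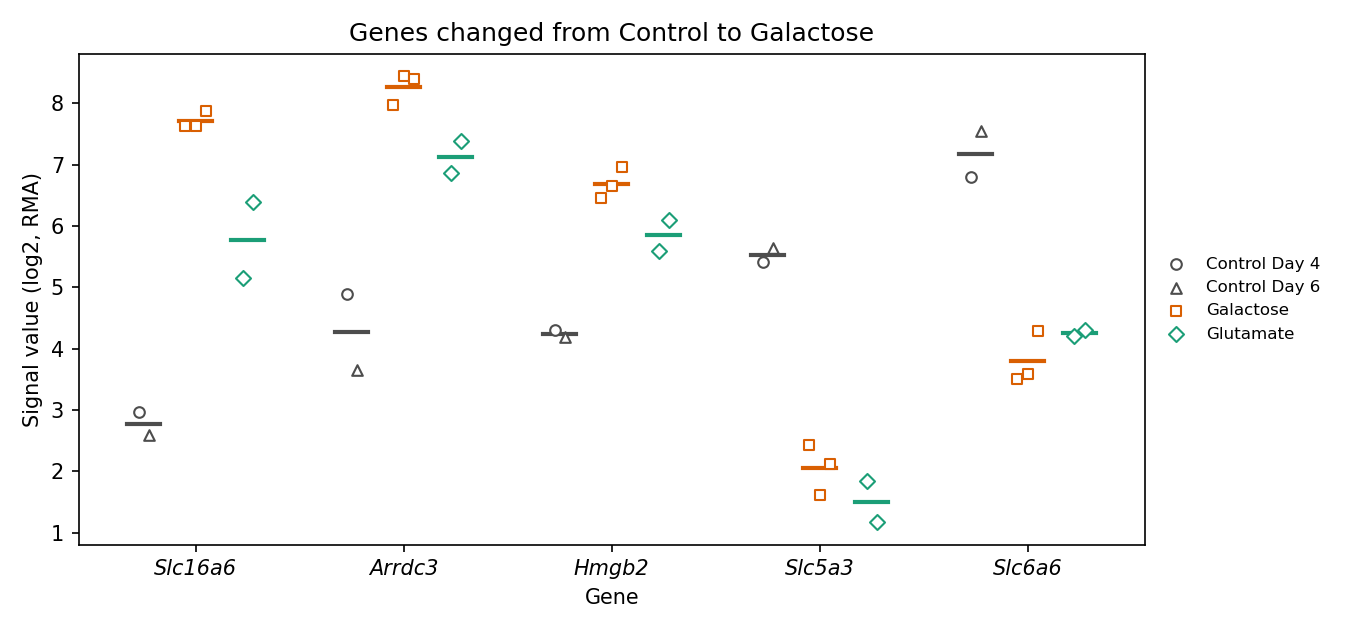
Log2 signal of each array (symbols) and mean of each group (bars) for the 5 genes that changed from Control to Galactose, with the genes along the horizontal axis. Slc5a3 lies at 5.41 and 5.64 in the Control arrays and between 1.17 and 2.43 in the Galactose and Glutamate arrays.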

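Mt1 and Mt2A, metallothioneins that bind zinc and copper, are among the genes taken to RT-qPCR. The log2 signal of Mt1, given as Mt1a in Supplementary Table S1, was 6.66 ± 0.87 (SD, n = 2) in Control, 9.62 ± 0.42 (SD, n = 3) in Galactose and 6.94 ± 0.76 (SD, n = 2) in Glutamate. That of Mt2A was 7.93 ± 2.95, 11.32 ± 0.27 and 9.16 ± 0.96 in the same order, with 10.02 in Control Day 4 and 5.85 in Control Day 6. Prtfdc1, a relative of the purine salvage enzyme Hprt1, had signals of 3.59 ± 0.53, 5.20 ± 0.16 and 3.73 ± 0.22, and Prr13, a proline-rich protein, 6.86 ± 0.17, 8.74 ± 0.33 and 7.30 ± 0.36. Of the 51 genes of Supplementary Table S1, a list chosen on these arrays and therefore not independent evidence, 51 had a higher mean in Galactose than in Control, 43 of them at an unadjusted p under 0.05, and 1, Slc16a6, rose in limma. Adjusted over the list alone, 40 of the 50 on a probe with a platform gene were higher. From Galactose to Glutamate 51 had a lower mean, 34 of them at an unadjusted p under 0.05, and 0 changed in limma (32 lower when adjusted over the list alone). In the whole table, 61 of the 5320 probes were at least 2-fold up from Control to Galactose and at least 2.25-fold down from Galactose to Glutamate, with Galactose medians of 7.30 to 7.44 against 5.70 in Control Day 4, 4.93 in Control Day 6, and 5.55 and 5.65 in Glutamate. With the second step taken from Control to Glutamate, 1 probe was left, that of Lcn2, a lipocalin that binds siderophores.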

In the subsequent experiments, we concentrated on the 60 genes that met the previously mentioned criteria and conducted an analysis.

**Figure 2:**
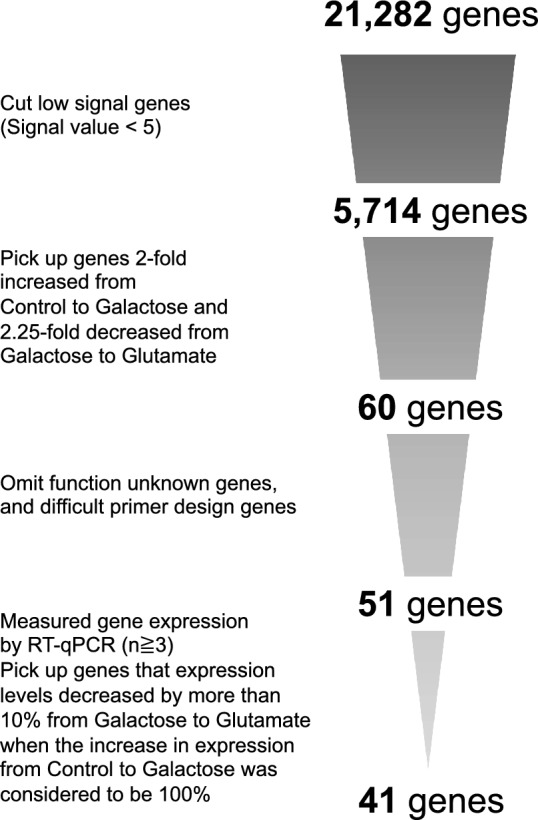
Flowchart for narrowing down the genes for which expression levels were altered upon Glutamate addition. 21,282 genes indicate the number of genes for which probes without gene names were deleted. 5714 genes indicate the number of genes after exclusion of genes with signal values of 5 or less in all samples. 60 genes indicate the number of genes whose expression levels increased more than two-fold from Control to Galactose and decreased more than two-fold from Galactose to Glutamate. 51 genes indicate the number of genes for which unknown functions or genes for which primer design was difficult were excluded. 41 genes are those for which the RT-qPCR results show that expression levels decreased by more than 10% from Galactose to Glutamate when the increase in expression from Control to Galactose was considered to be 100%, and the number of genes that matched the microarray analysis.

To quantitatively measure the expression levels of the 60 genes extracted through microarray analysis, RT-qPCR was used. Before the analysis, genes for which primers could not be produced or for which function was unknown were excluded, leaving 51 genes to be measured by RT-qPCR. The details of these 51 genes are provided in Supplementary Table S1. In this study, the genes critical for reducing opacity were defined as those whose expression levels decreased by over 10% from Galactose to Glutamate, with the increase in gene expression from Control to Galactose considered as 100%. As in the microarray analysis, 41 of the 51 genes were increased from control to Galactose and decreased from Galactose to Glutamate (Fig. 3).

**Figure 3:**
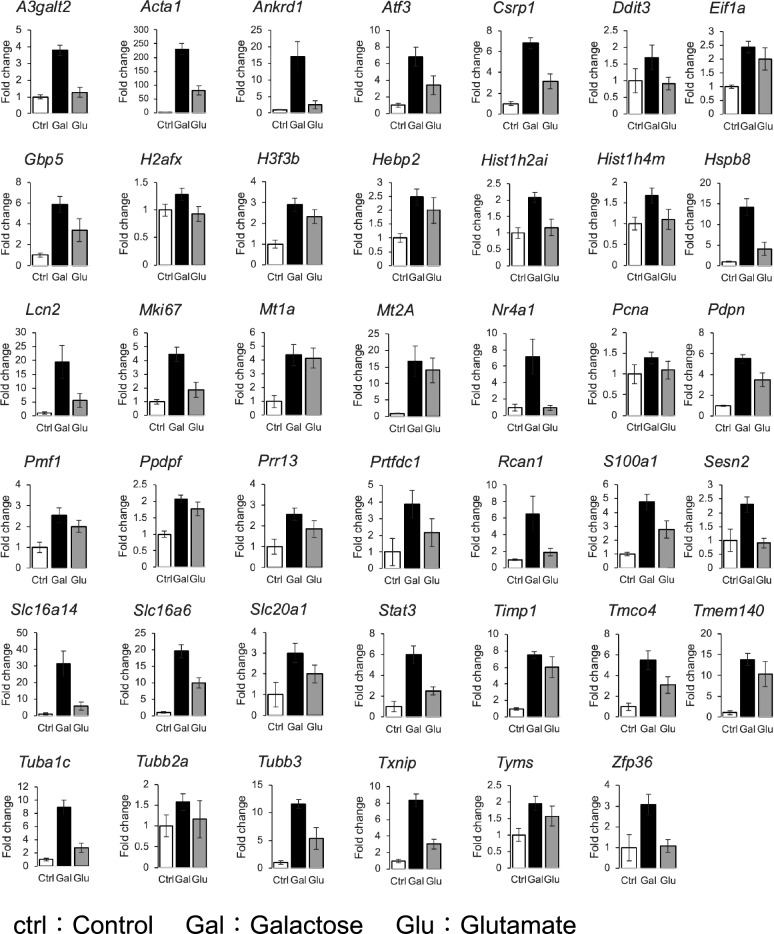
RT-qPCR results for genes with increased expression. RT-qPCR was conducted on 51 genes selected through microarray analysis (biological replicates/n ≧ 3). Out of these, 41 genes exhibited a decrease in expression levels by more than 10% from Galactose to Glutamate where the increase in expression from Control to Galactose considered as 100%. The results are presented as target gene mRNA levels normalized by *Gapdh* mRNA levels. Data are represented as the mean ± SE. Ctrl indicates Control; Gal, Galactose; and Glu, Glutamate.

### Functional analysis of genes involved in decreasing opacity

Subsequently, a protein–protein interaction analysis was conducted using STRING to elucidate the intracellular functions of the 41 genes (Fig. 4). Functional analysis revealed that 41 genes formed five groups: (1) apoptosis-related genes, (2) oxidative stress- and ER stress-related genes, (3) cell proliferation- and EMT-related genes, (4) cytoskeleton-related genes, and (5) histone-related genes. 

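Stat3, a transcription factor of cytokine signalling, had a log2 signal of 5.48 ± 0.24 (SD, n = 2) in Control, 7.64 ± 0.17 (SD, n = 3) in Galactose and 6.32 ± 0.38 (SD, n = 2) in Glutamate. Nr4a1, a nuclear receptor induced early after many stimuli, had 4.38 ± 0.63, 5.54 ± 0.54 and 4.31 ± 0.86. Timp1, an inhibitor of matrix metalloproteinases, had 7.09 ± 2.48, 9.88 ± 0.76 and 8.45 ± 0.83, with 8.84 in Control Day 4 and 5.33 in Control Day 6. Lcn2 was at 8.77 in 1 Galactose array and at 4.37 and 4.52 in the others, so that its log2 fold change from Control of 1.56 had a standard error of 1.29. Sesn2, a stress-induced sestrin, is on a probe with no gene in the platform annotation, which had log2 fold changes of 1.42 from Control to Galactose and -1.31 from Galactose to Glutamate (standard error 0.40 for both). For Stat3 the log2 fold change from Control to Galactose was 2.16 (standard error 0.25, adjusted p = 0.0549 from limma) and that from Galactose to Glutamate was -1.32 (standard error 0.25, adjusted p = 0.606). With Atf3, Ddit3 and Txnip these are the 8 genes of the paper's apoptosis group, chosen on these arrays and not independent evidence. In limma 0 of the 7 with a platform gene changed in either step, and at an unadjusted p under 0.05, 6 of the 8 were higher in Galactose than in Control and 5 were lower in Glutamate than in Galactose. Adjusted over the list alone, Stat3, Atf3 and Txnip were higher in Galactose, and Stat3 and Txnip lower in Glutamate. Of a list of 20 apoptosis genes and p53 targets, 0 changed in limma, over all genes or adjusted over the list alone. At an unadjusted p under 0.05, 4 were higher and 1 lower in Galactose. The median log2 fold change of this list was 0.50 from Control to Galactose (adjusted p = 0.205 from camera) and -0.39 from Galactose to Glutamate (adjusted p = 0.111). Without Control Day 6 the first of these was 0.20, with an adjusted p of 0.0243.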

Apoptosis-related genes include *Atf3, Ddit3, Lcn2, Nr4a1, Sesn2, Stat3, Timp1, Txnip*^32–39^. Furthermore, among apoptosis-related genes, *Atf3, Ddit3,* and *Txnip* are involved in oxidative and ER stress^40–42^. 

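Txnip had a log2 signal of 6.13 ± 1.66 (SD, n = 2) in Control, 9.00 ± 0.81 (SD, n = 3) in Galactose and 6.22 ± 0.57 (SD, n = 2) in Glutamate. Atf3 had 5.05 ± 1.18, 7.49 ± 0.31 and 6.31 ± 1.21, and its Glutamate arrays were at 5.45 and 7.17, the higher of them within the range of the Galactose arrays. Ddit3 had 7.64 ± 1.53, 9.26 ± 0.49 and 7.45 ± 0.32, and Control Day 4, at 8.72, lay above the lowest Galactose array, at 8.69. None of the 3 changed in limma. For Txnip, the log2 fold changes were 2.87 from Control to Galactose and -2.78 from Galactose to Glutamate (standard error 0.76, adjusted p = 0.169 and 0.625). Nfe2l2, the transcription factor that controls many antioxidant genes, had 6.13 ± 0.18, 7.48 ± 0.24 and 6.43 ± 0.11, and Gclc, the catalytic subunit of the first enzyme of glutathione synthesis, 5.27 ± 0.22, 5.23 ± 0.17 and 6.37 ± 0.07. A list of 33 oxidative stress genes was higher in Galactose than in Control, with a median log2 fold change of 0.75 (adjusted p = 0.00197 from camera; adjusted p = 0.622 with an estimated correlation). Of the 33, 8 are in Supplementary Dataset S1, chosen on these arrays, Nfe2l2 among them. No member of the list changed in limma, and Nfe2l2 was higher when adjusted over the list alone (adjusted p = 0.0187). The members lay at a median of -0.81 from their means over all arrays in Control Day 6 and of 0.06 in Control Day 4, and without Control Day 6 the list's median was 0.18 (adjusted p = 0.0863). From Galactose to Glutamate the median of the list was -0.31 (adjusted p = 0.189), and adjusted over the list alone Gclc was higher and Nfe2l2 lower. Of 30 genes of ER stress and the unfolded protein response, 27 had a lower mean in Glutamate than in Galactose, with a median of -0.25 (adjusted p = 0.00406; adjusted p = 0.196 with an estimated correlation, and 0.174 without Glutamate 1). Of all 5320 probes, 35.4% were higher in Glutamate than in Galactose, and 52% after a second quantile normalization. Supplementary Dataset S1, chosen on these arrays, holds 5 of the 30 ER stress genes. None of the 30 genes changed in limma or adjusted over the list alone, and 4 were lower at an unadjusted p under 0.05. From Control to Galactose their median was 0.36 (adjusted p = 0.131, or 0.0377 without Control Day 6). Adjusted over the list alone, Dnajb9, an ER co-chaperone, P4hb, a protein disulfide isomerase, and Ppp1r15a, which promotes the dephosphorylation of eIF2α, were higher, by 1.34, 1.14 and 0.85.

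**Figure D2:**
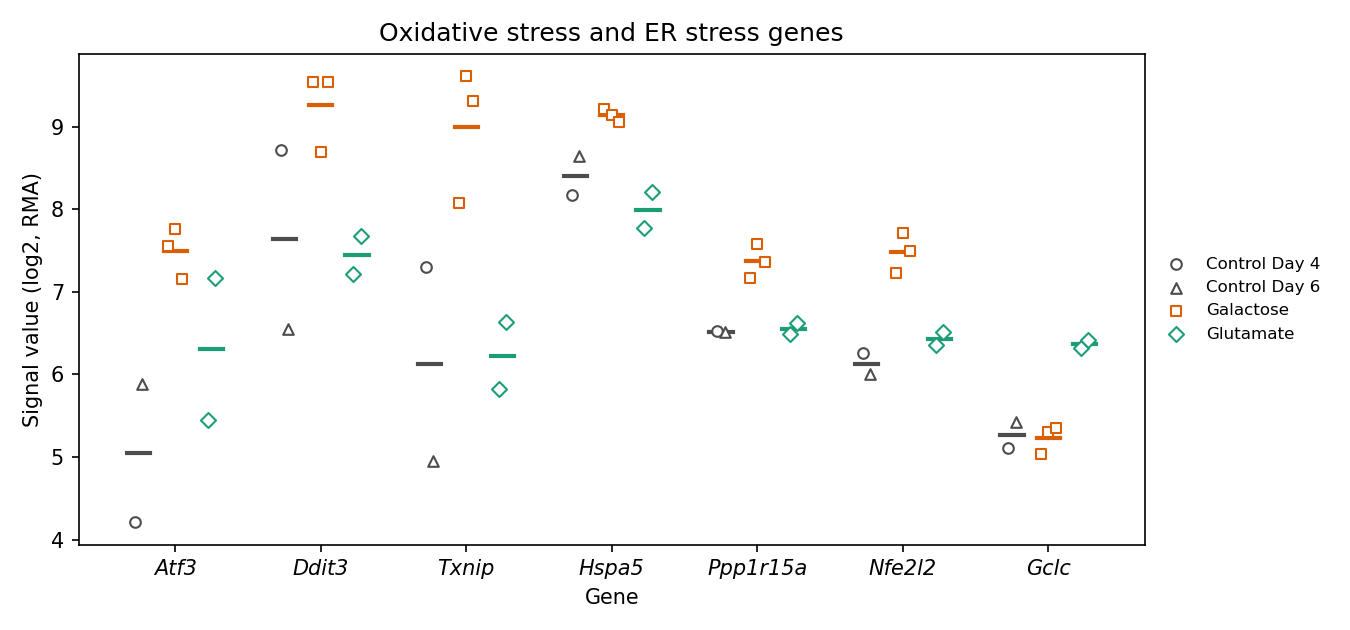
Log2 signal of each array (symbols) and mean of each group (bars) for 7 genes of oxidative stress and ER stress, with the genes along the horizontal axis. The Glutamate arrays of Gclc lie at 6.32 and 6.42, and its other arrays between 5.04 and 5.42.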

*Atf3* is a stress-responsive transcription factor and *Ddit3* is a known apoptosis-promoting transcription factor^40,41^. *Txnip* is known to regulate intracellular redox as a thioredoxin-binding protein^43^. In fact, it has been reported that oxidative stress induces ER stress and the unfolded protein response (UPR) in lens epithelial cells, ultimately resulting in apoptosis^44^. Cell proliferation and EMT related genes include *Mki67, Pcna, Stat3, Timp1* and *Tyms*^45–49^. Among these, *Mki67* is known as a cell proliferation marker and *Pcna* as a proliferating cell nuclear antigen^45^. Furthermore, ER stress has been reported to induce EMT^50^. 

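Mki67 had a log2 signal of 4.18 ± 0.21 (SD, n = 2) in Control, 5.25 ± 0.44 (SD, n = 3) in Galactose and 3.85 ± 0.08 (SD, n = 2) in Glutamate. Pcna, the sliding clamp of DNA polymerase, had 4.97 ± 0.62, 6.73 ± 0.18 and 5.32 ± 0.15, and Tyms, thymidylate synthase, 4.18 ± 0.03, 5.78 ± 0.50 and 4.47 ± 0.69. Rrm2, a subunit of ribonucleotide reductase, had 2.99 ± 0.07, 5.10 ± 0.74 and 3.02 ± 0.85. Of these genes 0 changed in limma. For Pcna, the log2 fold change was 1.77 from Control to Galactose and -1.41 from Galactose to Glutamate (standard error 0.30, adjusted p = 0.0896 and 0.606). Of the 46 genes with a probe in the cell cycle and DNA replication list, 11 had a signal above 5 in at least 1 array. Mki67, Rrm2 and Tyms had a mean above 5 only in Galactose, so this filter favours genes that are high there. Of the 11, 7 are in Supplementary Dataset S1, chosen on these arrays. With these limits, the list was higher in Galactose than in Control by a median of 1.43 (adjusted p = 2.62e-05 from camera, and 0.236 with an estimated correlation). Hmgb2 rose in limma, and 8 were higher adjusted over the list alone. The list was lower in Glutamate than in Galactose by a median of -0.84 (adjusted p = 1.31e-06; adjusted p = 0.176 with an estimated correlation). None of its genes changed in limma, and Mki67, Pcna, Rrm2, Tyms and Hmgb2 were lower adjusted over the list alone. Its median distance from the gene means was -0.86 in Control Day 6 and -0.14 in Control Day 4. The paper's group of Mki67, Pcna, Stat3, Timp1 and Tyms was chosen on these arrays and is not independent evidence. Adjusted over the list alone, 5 of its 5 genes were higher in Galactose, and 4, all but Timp1, lower in Glutamate. Of 20 mesenchymal genes of EMT and fibrosis, 0 changed in limma from Control to Galactose, and 4 were higher and 2 lower at an unadjusted p under 0.05. The median was -0.09 and the mean 0.18 (adjusted p = 0.265, direction of the test lower). Adjusted over the list alone, Tagln, an actin-binding protein of smooth muscle, was higher by 2.44, and Inhba, a subunit of activin A, had a log2 fold change of -1.77. From Galactose to Glutamate the median of the list was -0.02 and the direction of the test higher (adjusted p = 0.783).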

Next, the cytoskeleton-related genes are *Acta1, Tuba1c, Tubb2a,* and *Tubb3*. 

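Tuba1c had a log2 signal of 6.11 ± 0.10 (SD, n = 2) in Control, 8.28 ± 0.39 (SD, n = 3) in Galactose and 5.88 ± 0.28 (SD, n = 2) in Glutamate. Acta1 had 3.97 ± 0.31, 6.60 ± 0.93 and 4.45 ± 0.15. Tubb2a had 5.67 ± 0.56, 7.70 ± 0.23 and 6.29 ± 1.05, and Tubb3 3.50 ± 0.57, 5.66 ± 0.32 and 4.08 ± 1.19, and for both the Glutamate arrays differed, with 5.55 and 7.03 for Tubb2a and 3.25 and 4.92 for Tubb3. For Tuba1c the log2 fold change was 2.17 from Control to Galactose (standard error 0.28, adjusted p = 0.0626 from limma) and -2.40 from Galactose to Glutamate (standard error 0.28, adjusted p = 0.364), the smallest adjusted p of that comparison. None of the 4 genes changed in limma in either step. As a group chosen on these arrays, and so not independent evidence, all 4 were higher in Galactose and all 4 lower in Glutamate adjusted over the list alone. A list of 33 genes of the actin cytoskeleton and Srf targets was higher in Galactose than in Control, with a median of 0.61 (adjusted p = 1.78e-05 from camera; adjusted p = 0.236 with an estimated correlation), and lower in Glutamate than in Galactose, with a median of -0.47 (adjusted p = 1.1e-05; adjusted p = 0.196 with an estimated correlation). Of the 33 genes, 9 are in Supplementary Dataset S1, chosen on these arrays, among them Tagln, Acta1, Csrp1 and Myl12a. None of the 33 changed in limma. Adjusted over the list alone 7 were higher in Galactose, among them Tagln, Acta1, Csrp1, a LIM domain protein of the cytoskeleton, with a log2 fold change of 1.76, and Myl12a, a myosin light chain, with 1.56, and 1, Csrp1, was lower in Glutamate, with -1.70. The list lay at a median of -0.68 from the gene means in Control Day 6 and of -0.24 in Control Day 4. Of 16 tubulins and microtubule genes, 5 of them in Supplementary Dataset S1, 0 changed in limma. Adjusted over the list alone Tuba1c, Tubb2a, Tubb3 and Tuba1b were higher in Galactose. For all 16 genes the adjusted p from camera was 0.226, with 10 members higher and 6 lower. From Galactose to Glutamate their median was -0.48 (adjusted p = 0.0395; adjusted p = 0.196 with an estimated correlation), and Tuba1c was lower adjusted over the list alone. The adjusted p was 0.141 without either Control array, 0.0801 without Galactose 1 and 0.318 without Glutamate 1.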

*Acta1* is a cytoskeletal protein belonging to the actin family, *Tuba1c* is α-tubulin, a part of the cytoskeleton, and *Tubb2a* and *Tubb3* are known as β-tubulin^51,52^. 

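H3f3b, which encodes the replacement histone H3.3, had a log2 signal of 7.65 ± 0.88 (SD, n = 2) in Control, 10.81 ± 0.20 (SD, n = 3) in Galactose and 9.23 ± 0.48 (SD, n = 2) in Glutamate. H2afx, named H2ax in the platform annotation and encoding a histone variant phosphorylated at DNA breaks, had 4.15 ± 0.90, 5.82 ± 0.15 and 4.57 ± 0.08. The probe of Hist1h2ai is shared by 6 histone genes, and its signals were 6.62 ± 0.03, 8.03 ± 0.69 and 6.85 ± 0.35. The log2 fold change of H3f3b was 3.16 from Control to Galactose (standard error 0.40, adjusted p = 0.0626 from limma) and -1.58 from Galactose to Glutamate (standard error 0.40, adjusted p = 0.611). None of the 3 genes changed in limma. The group was chosen on these arrays and is not independent evidence, and adjusted over the list alone all 3 were higher in Galactose and lower in Glutamate. A list of 26 histone genes was higher in Galactose than in Control, with a median log2 fold change of 0.75 (adjusted p = 2.01e-04 from camera; adjusted p = 0.493 with an estimated correlation). None of them changed in limma, and 8 were higher adjusted over the list alone, among them H2ac25, with 2.42, and Hist2h2be, with 2.19. Supplementary Dataset S1, chosen on these arrays, holds 7 of the 26, both of these genes among them (H2ac25 as Hist3h2a). In Glutamate 24 of the 26 had a lower mean than in Galactose, with a median of -0.64 (adjusted p = 2.97e-09; adjusted p = 0.213 with an estimated correlation). Among all 5320 probes, 35.4% were higher in Glutamate, and 52% after a second quantile normalization. Hist2h2bb, with -0.99, was lower adjusted over the list alone, and no histone gene changed in limma. The list lay at a median of -0.65 from the gene means in Control Day 6, 0.02 in Control Day 4, and -0.31 and -0.22 in the Glutamate arrays.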

Histone-related genes include *Hist1h2ai, H2afx, H3f3b*^53^. In our previous study, histone acetyltransferase (HAT) inhibition prevented and treated galactose-induced cataracts, suggesting an effect of histone-related genes on cataracts^31,54^. These findings suggest that in the galactose-induced cataract model, oxidative stress induces ER stress, leading to EMT and apoptosis, which, in turn, results in cataracts (Fig. 5). On the other hand, glutamate may have reduced opacity by inhibiting oxidative stress upstream and reversing abnormalities in cell proliferation and the cytoskeleton.

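Foxe3, a transcription factor of the lens epithelium, had a log2 signal of 6.57 ± 0.45 (SD, n = 2) in Control, 4.62 ± 0.48 (SD, n = 3) in Galactose and 5.95 ± 0.14 (SD, n = 2) in Glutamate. The list of 25 lens epithelial genes to which it belongs tended lower in Galactose than in Control, with members going both ways. Its median was -0.43, with quartiles of -0.84 and 0.06 (adjusted p = 1.1e-05 from camera, and 0.282 with an estimated correlation). From Galactose to Glutamate the list tended higher, with a median of 0.29 and quartiles of -0.09 and 0.51 (adjusted p = 8.89e-05 from camera, and 0.258 with an estimated correlation). The median distance of these genes from their means was 0.22 and 0.10 in the Control arrays, -0.60, -0.12 and 0.07 in the Galactose arrays, and 0.19 and -0.01 in the Glutamate arrays. None of them changed in limma, and adjusted over the list alone Aqp1, Foxe3 and Pdgfra, the receptor of platelet-derived growth factor, were lower in Galactose and 0 changed from Galactose to Glutamate. For the lens fibre genes, 25 crystallins, connexins and other genes of fibre cells, the direction of the test was higher in Glutamate than in Galactose. Their median was 0.03, with quartiles of -0.09 and 0.52, and their mean 0.21 (adjusted p = 2.94e-04 from camera, and 0.176 with an estimated correlation). The list did not pass without Glutamate 1. Among these genes Prox1, a transcription factor of fibre differentiation, had signals of 8.01 ± 0.26, 7.16 ± 0.17 and 7.98 ± 0.14. In the list 0 members changed in limma or adjusted over the list alone, with 1 higher and 0 lower at an unadjusted p under 0.05. The list of inflammation and Stat3 signalling tended lower in Glutamate than in Galactose, with a median of -0.65 and quartiles of -1.26 and -0.07 (adjusted p = 0.00405 from camera, and 0.197 with an estimated correlation). Immediate early genes had a median of -0.73 and quartiles of -1.06 and -0.16 (adjusted p = 0.00406 from camera, and 0.418 with an estimated correlation). The second list did not pass without Glutamate 1, and both had members that were higher, by up to 0.32 and 0.27. In limma 0 genes of either list changed, and Stat3 alone was lower adjusted over its list alone. Supplementary Dataset S1, chosen on these arrays, holds 6 of the 14 inflammation genes and 4 of the 17 immediate early genes. Of 18 genes of glutamate and proline metabolism and transport, 0 changed from Galactose to Glutamate in limma or adjusted over the list alone, 1 was lower at an unadjusted p under 0.05, and the median was 0.02 (adjusted p = 0.432). Against Control, Glutamate had 0 changed genes in limma, with 156 probes higher and 196 lower at an unadjusted p under 0.05. The count was 880 without Control Day 4 (1496 higher and 404 lower) and 2 without Control Day 6 (164 higher and 511 lower), and without Galactose 2, Galactose 3 or Glutamate 2 it was 0, with 96 higher and 126 lower, 103 and 131, and 71 and 87. Across the 5320 probes, which are not independent replicates, the changes from Control to Galactose and from Galactose to Glutamate had a Pearson r of -0.649 and a Spearman rho of -0.606. Both changes use the Galactose arrays, and in simulated groups without any change the mean r was -0.398. There a gene had the same spread in every array, though the Galactose arrays lay closer together than the Control arrays, so this value is only a guide. When different Galactose arrays served each step, r was between -0.552 and -0.43. Of the 41 genes that the paper kept after RT-qPCR, chosen on these arrays and not independent evidence, 40 are on a probe with a platform gene. Among these, 34 were higher in Galactose than in Control and 27 lower in Glutamate than in Galactose adjusted over the list alone. From the functions of these genes the paper proposes that oxidative stress leads through ER stress to EMT and apoptosis in the lenses cultured with galactose, and that glutamate acts on oxidative stress upstream and on cell proliferation and the cytoskeleton.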

**Figure 4:**
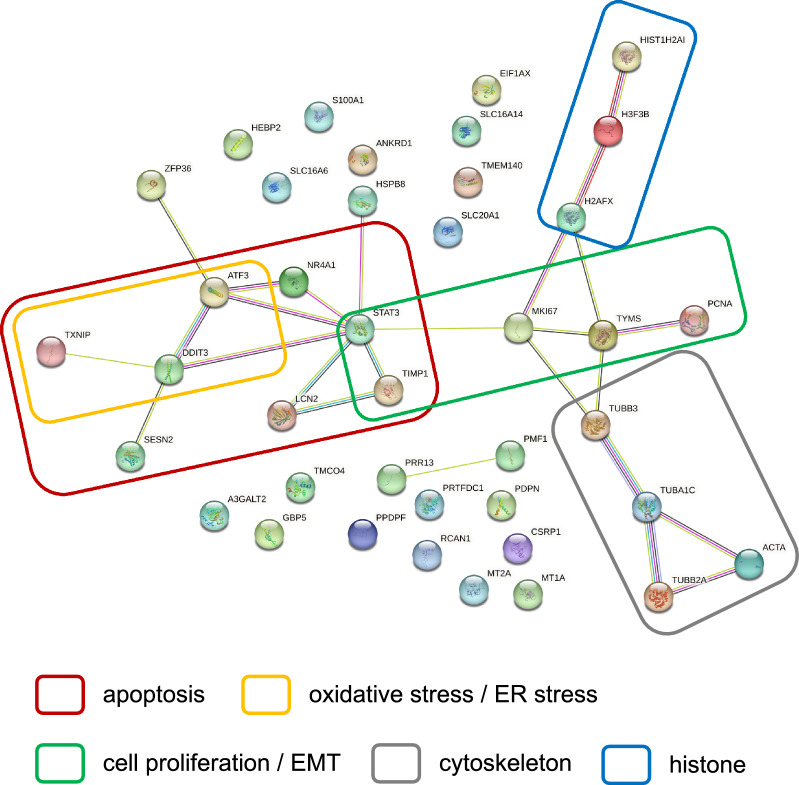
STRING protein interaction analysis. The results of STRING analysis of 41 genes with confirmed expression variation by RT-qPCR (https://string-db.org/). The selected organisms were *Homo sapiens*. Note that *Hist1h4m* was not converted to a human gene, and *Acta1* was converted to ACTA. The color of each edge indicates the type of relationship as follows: light blue = “from curated databases”; dark purple = “experimentally determined”; green = “text mining”; black = “co-expression”; and light purple = “protein homology”.

**Figure 5:**
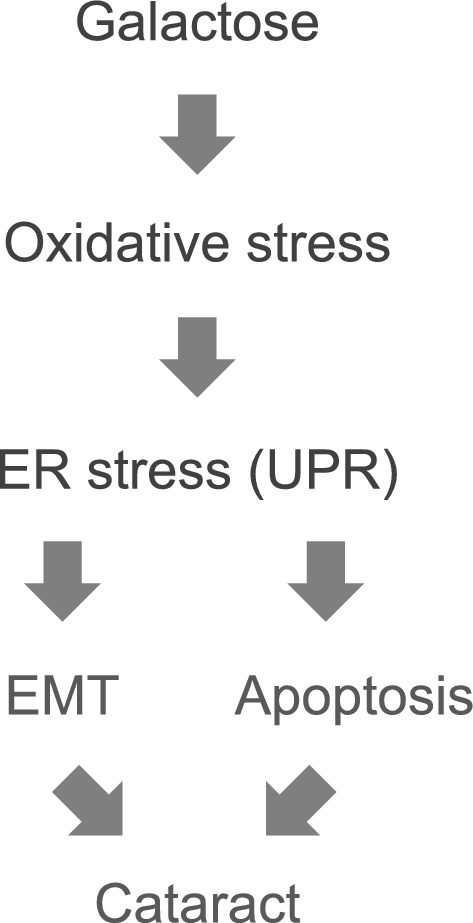
Predictive model of galactose-induced cataract. Oxidative stress-induced ER stress is triggered by the galactose environment. Subsequently, ER stress leads to apoptosis and EMT, ultimately culminating in cataract formation.

## Discussion

Cataract is an eye disease that results in vision loss or blindness due to opacity of the lens. The current mainstream treatment involves surgery to remove the lens opacity and replace it with an intraocular lens. Cataracts are roughly classified into three types based on the site of opacity: nuclear cataract, posterior subcapsular cataract, and cortical cataract^55^. In the past, drugs such as lanosterol and sterol-related compounds (VP1-001) have been reported to be effective in the treatment of cataracts at the animal experimental level^56,57^. These drugs are thought to have treated nuclear opacity by enhancing the chaperone activity of α-crystallin and reversing protein aggregation. However, the therapeutic effects of these drugs are observed in nuclear cataracts, and their effects on cortical cataracts, as seen in diabetic cataracts, are not clear. In addition, preventive approaches to diabetic cataracts include AR inhibitors, glycation inhibitors, and antioxidants, but none of these drugs has yet been formulated to offer a fundamental treatment^58–60^. Therefore, we investigated whether glutamate, which is expected to have antioxidant effects similar to those of pyruvate, could reduce opacity in a galactose-induced cataract model.

To date, the effect of glutamate on cataracts has not been determined. Subcutaneous administration of monosodium L-glutamate to neonatal mice causes cataracts^29^. Glutamate is also known as an inhibitor of the cystine/glutamate antiporter, and the addition of elastin, a similar inhibitor, to lens epithelial cells induces ferroptosis, which is considered to be a contributing factor in cataracts^61^. On the other hand, glutamate may offer antioxidant effects via various pathways. α-KG is reported to be converted by glutamate through the action of specific enzymes to remove ROS^24^. Glutamate is also a constituent of GSH with antioxidant properties^27^. Furthermore, proline, a metabolite of glutamate, has a preventive effect against cataract induced by H_2_O_2_^28^. In the present study, rat lenses were cultured in galactose medium to induce opacity formation, and then glutamate was added, which reduced the opacity in the lens cortex at all concentrations of 1 mM, 5 mM, 20 mM, and 40 mM (Fig. 1b). Since pyruvate has been reported to prevent diabetic cataracts in the past, a similar pathway could potentially be used to decrease opacity. There is also concern that the addition of glutamate may increase the osmotic pressure of the medium. However, in our previous experiments using glucose medium to examine the effects of osmotic changes on cells, the difference in effects on cells under no osmotic conditions and under hyperosmotic conditions was minimal^62^. Therefore, in this experimental system, we do not believe that the addition of glutamate has any effect on the change in osmotic pressure because the lenses are exposed to high osmotic stress in the Galactose medium at the beginning of the culture stage.

Next, microarray analysis was used to extract genes involved in cataract treatment through a comprehensive analysis of gene expression. Using samples in which the addition of glutamate decreased the opacity, genes whose expression increased due to galactose treatment and decreased with the addition of glutamate were extracted. Quantitative measurement by RT-qPCR was performed on the extracted gene group, and the variation in the expression levels of 41 genes was confirmed (Fig. 3). Furthermore, STRING analysis was used to identify genes with similar biological functions, and they were categorized into 5 major groups (Fig. 4). Genes related to oxidative stress, ER stress, and apoptosis include *Atf3, Ddit3,* and *Txnip*. Depletion of GSH and overproduction of ROS in the lens of major intrinsic protein (MIP) mutant mice result in increased expression of *Atf3* and *Ddit3*^63^. Furthermore, it has been suggested that *Atf3* and *Ddit3* are activated by ER stress and induce apoptosis in UV-exposed LECs^64^. *Txnip* binds to thioredoxin, which has antioxidant activity, and inhibits its activity^43^. *Txnip* is also known to respond to ER stress and induce apoptosis^65^. Oxidative stress induces ER stress and UPR in LECs under high-sugar conditions, resulting in increased ROS formation and apoptosis^44^. Furthermore, increased apoptosis of LECs has been implicated in the development of diabetic cataracts in both human and animal models^66,67^. Next, EMT is a phenomenon in which epithelial cells acquire mesenchymal cell traits, and it has also been suggested to be associated with cellular infiltration and fibrosis^68^. In LECs, EMT is known to be involved in cataracts via AR and is induced by ER stress^69^. Therefore, EMT in the lens may be caused by ER stress induced by oxidative stress. Thus, oxidative stress, ER stress, apoptosis, and EMT were considered important in the pathogenesis of galactose-induced cataracts in this study (Fig. 5).

We have previously reported that the addition of HAT inhibitors and Atm inhibitors reversed the opacity in galactose-induced cataracts^30,31^. Therefore, we compared the genes whose expression level variation was confirmed by RT-qPCR using samples in which opacity was reduced by the addition of HAT inhibitors and Atm inhibitors with those whose expression level variation was confirmed in this study. The number of genes in common with the analysis of any of the HAT inhibitors (C646 + CPTH2, CBP30 + CPTH2, TH1834) was 10 genes (*A3galt2, Acta1, Csrp1, H3f3b, Hebp2, Mki67, Ppdpf, Prtfdc1, Slc16a6, Tuba1c*). The number of genes in common with the analysis of any of the Atm inhibitors (AZD0156, KU55933) was 8 genes (*A3galt2, Acta1, Csrp1, Eif1a, Hspb8, Mki67, Tuba1c, and Tubb3*). In addition, the number of genes in common between the analysis of Glutamate, HAT inhibitors, and Atm inhibitors was 5 genes (*A3galt2, Acta1, Csrp1, Mki67, and Tuba1c*). Among them, *Acta1, Csrp1,* and *Tuba1c* are involved in the cytoskeleton^51,52,70^. Furthermore, *Mki67* is involved in cell proliferation^45^ and a network of genes involved in cell proliferation was also formed in this analysis (Fig. 4). PCNA positive cells were observed in multi-layered epithelium in the galactose diet-loaded model, suggesting that abnormal cell proliferation is involved in cataracts^71^. On the other hand, in lens sections with reduced opacity, the vacuoles are crushed toward the lens nucleus, suggesting that cell proliferation may have contributed to the reduction in opacity^31^. Therefore, moderate cell proliferation is considered important for the treatment of galactose-induced cataracts. In addition to the model in Fig. 5, the above results suggest that the disruption of LECs due to abnormalities in the cytoskeleton and cell proliferation may be a common pathogenic mechanism in galactose-induced cataractogenesis. In addition, it is suggested that the regulation of cytoskeleton and cell proliferation by the addition of glutamate induces cell differentiation of normal LECs and decreases their opacity.

In this study, we found that glutamate is effective in reducing opacity in galactose-induced cataracts. In addition, gene expression analysis revealed genes related to oxidative stress, ER stress, apoptosis, EMT, cell proliferation, cytoskeleton, and histones. Further research targeting these genes may lead to a better understanding of the mechanisms underlying the onset of cataract.

## Materials and methods

### Animals

Six-week-old male Sprague Dawley (SD) rats were purchased from Sankyo Laboratory Service and used for the experiments. All experiments were approved by the Animal Research Committee of the University of Fukui (Approval number: 28091) and conducted in accordance with the University of Fukui regulations on animal experiments and Association for Research in Vision and Ophthalmology Statement for the Use of Animals in Ophthalmic and Vision Research. This study was reported in accordance with the ARRIVE guidelines.

### Ex vivo assays

The rats were euthanized by CO_2_ and then the lens was removed. All lenses were incubated for 3 to 4 days in 2 mL of M199 medium (Sigma-Aldrich) containing 0.1% BSA and 30 mM Galactose using an incubator set at 5% CO_2_ and 37 °C to induce opacity, as previously reported^30^. After opacity was induced, images were taken under a microscope and the same medium was replaced. To one medium, 16 µL of Sodium Hydrogen L (+)-Glutamate monohydrate (Wako) dissolved in sterile water was added at final concentrations of 1, 5, 20, and 40 mM, and to the other medium, only 16 µL of sterile water was added. The lenses were further incubated for 2–3 days and photographed under a microscope. Control samples that did not induce cataracts were incubated with sterile water instead of galactose for 4 or 6 days.

### Microscopic observation

Photographs of the lens were taken in the darkroom using an SZX12 stereomicroscope with a DP58 camera (Olympus) attached, as previously shown^54^. Photographs were taken in 35 mm petri dishes containing 7 mL of PBS. A weighted average was calculated from the brightness (0–255) of the cortex area of the lens that was opacified by incubation with galactose, and the weighted average was again calculated from the brightness of the same area in the lens after addition of the inhibitor and further incubation^30^. The change in opacity was calculated by subtracting the value after the addition of the inhibitor from the value before the addition of the inhibitor.

### Microarray data analysis

Microarray analysis was performed using control samples cultured for 4 or 6 days (n = 2), cataract samples cultured in galactose medium for 6 days (n = 3) and treated samples with glutamate addition (n = 2). A GeneChip Rat Gene 2.0 ST array chip (Thermo Fisher Scientific) was used to perform microarray experiments as described previously^72^. First, data from all samples were normalized with the Robust Multi-array Average algorithm to exclude probes that did not correspond to genes. Next, genes with signal values less than 5 in all samples were excluded. Signal values for each condition were normalized by the mean value between each sample. Genes whose expression increased more than twofold from the Control means to the Galactose means and whose expression decreased more than 2.25-fold from the Galactose means to the Glutamate means were selected as important genes. The extracted genes were subjected to biological functional analysis using STRING (https://string-db.org/).

### RNA extraction, cDNA preparation, and real-time RT-qPCR

Lens RNA extraction and real-time RT-qPCR were conducted using the same methods as described previously^73^. The primers used are listed in (Supplementary Table S2). Gene expression levels were normalized against *Gapdh* expression levels. To assess the difference between the galactose samples and the control and glutamate samples, genes whose expression levels decreased by more than 10% from Galactose to Glutamate, with the increased expression of the genes from Control to Galactose set as 100%, were considered important genes for the reduction in opacity.

### Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

## Data Availability

Microarray data are available in the GEO repository under the accession number GSE227475 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE227475).

# Supplementary material for: Glutamate is effective in decreasing opacity formed in galactose-induced cataract model
**Source:** Sci Rep. 2024 Feb 19;14:4123. doi: 10.1038/s41598-024-54559-y
**Supplement:** Supplementary file 1 — Supplementary Information 1.

Glutamate is effective in decreasing opacity formed in galactose-induced cataract model

Masaru Takashima^1^, Shunki Yamamura^1^, Chie Tamiya^1^, Mayumi Inami^2^, Yoshihiro Takamura^3^, Masaru Inatani^3^ and Masaya Oki^1,4 *^

**
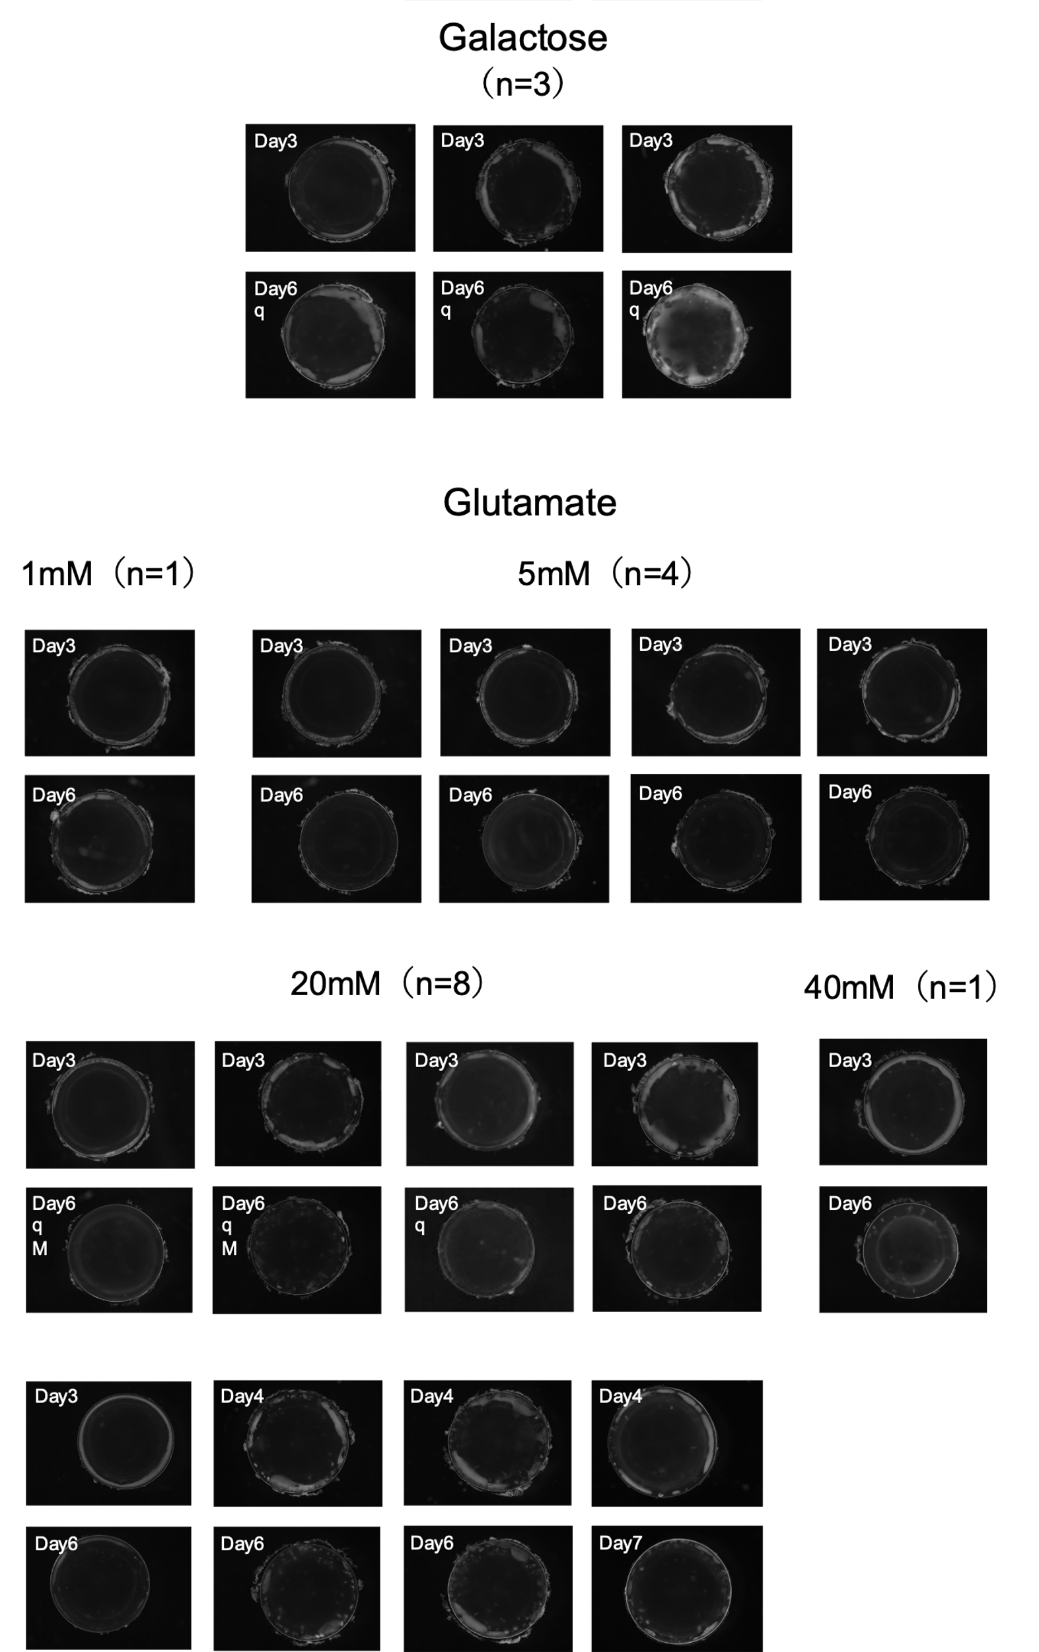
**

**Supplementary Figure S1. Lens photographs used for opacity quantification.**

Photographs of lenses used for opacity quantification after addition of various concentrations of glutamate. The upper panel shows lens photographs before and the lower panel shows lens photographs after addition of the inhibitor." q" indicate samples used for RT-qPCR and "M" indicate samples used for microarray analysis.

**Supplementary Table S1. List of 51 genes for which RT-qPCR was performed**

**Supplementary Table S2. List of Primer used for real-time RT-qPCR.**

**Supplementary Dataset S1. List of 265 genes that were increased more than 2-fold from Control to Galactose and decreased more than 1.5-fold from Galactose to Glutamate.**

The ten columns on the right of the gene name display the signal value (log2) in each sample. 

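Slc16a6, Tuba1c and Stat3 are examples of genes in Supplementary Dataset S1 whose log2 signals are those of a single probe of the deposited table. Of the 265 genes listed, 251 equal 1 probe in all 7 arrays within 0.001 on the log2 scale, 6 equal the mean of 2 probes, and 8 match neither. Among the 251 on 1 probe, 25, Sesn2 among them, have a probe with no gene in the platform annotation used here, and 9, such as Hist1h2ai and Nme2, a probe shared by several genes. A difference of 1 on this scale is a 2-fold difference in signal. A mean of log2 signals is the logarithm of a geometric mean, and with arithmetic means of the linear signal the rule of at least 2-fold up and at least 1.5-fold down took 200 of the 5320 probes.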

Average indicates the mean value of replicate samples. The column for Control vs Galactose indicates the fold increase in expression from Control to Galactose. The column of Galactose vs Glutamate shows the fold decrease in expression from Galactose to Glutamate.

How the deposited data were processed for this re-analysis (not part of the article)

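RNA of 7 rat lens samples was measured by the authors on GeneChip Rat Gene 2.0 ST arrays, 1 array per sample. The groups were Control (2 arrays, cultured for 4 and 6 days without galactose), Galactose (3 arrays, 6 days with 30 mM galactose) and Glutamate (2 arrays, 6 days with 30 mM galactose, the last 3 of them with 20 mM glutamate). The authors normalized all arrays together with the Robust Multi-array Average algorithm, and the deposited values are log2 signals per probe. The median over all 36685 probes was between 2.79 and 2.94 in the 7 arrays, and 3577 to 4404 probes with a gene were above 5 in an array.

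Probes were named from the platform annotation: 18511 probes have 1 gene, 575 have several, and 17599 have none and were left out. The probes with 1 gene name 18166 genes, and 0 symbols were updated through the gene ID, of which 18394 probes have one in the current rat gene table. Probes at 5 or below in every array were left out, as the paper's Results describe, which leaves 5320 of the 19086 named probes (the paper's numbers are 5714 of 21282; 5129 with 1 gene, 191 with several). These stand for 5031 genes, 79 of them on more than 1 probe. In gene lists and for named genes, the probe with the highest mean over the arrays was used.

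Groups were compared with limma 3.58.1 in R 4.3.3, with 1 mean per group and 4 residual degrees of freedom (prior degrees of freedom 2.73), and p was adjusted by the Benjamini-Hochberg method over the 5320 probes, with a threshold of 0.05. The comparisons were Galactose with Control, Glutamate with Galactose, Glutamate with Control, and Galactose with the average of both others. The fold rules of the paper were applied to group means of log2 signals with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and compared with 100 groupings of the arrays into 2, 3 and 2 (the real one included) and with 100 simulated data sets in which the groups did not differ. The limma test was tested on simulated data with 200 changed genes in each of 10 runs. It found 23.6%, 88.8%, 98.6% and 99.6% of changes of 2-, 4-, 8- and 16-fold from Control to Galactose, with a mean of 8.7 unchanged genes called per run. The spread of a gene was the same in all simulated arrays, so these shares may not hold for the real ones.

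For gene lists, camera with a preset correlation of 0.01 was used on the same fit, with p adjusted over 35 lists per comparison. Of 40 lists, 5 had fewer than 3 genes above 5 and were not tested. The lists cover ER stress, oxidative stress, glutathione, polyol and galactose metabolism, glutamate and proline, osmotic stress, apoptosis and p53, cell cycle, EMT, actin, tubulins, histones, metallothioneins, interferon, inflammation, heat shock, sterol synthesis, glycolysis, hypoxia, immediate early genes, ribosomal proteins of the cytosol and of mitochondria, the proteasome, oxidative phosphorylation, lens fibre and epithelial cells, ciliary body and iris, retina, leukocytes, vessels and erythrocytes, fibroblasts and smooth muscle, and the paper's own groups. Dpagt1 and Rps19bp1, which match the name patterns used for histones and ribosomal proteins but are neither, were taken out of the lists. Supplementary Dataset S1, chosen on these arrays, holds 7 of the 11 tested genes of the cell cycle, 7 of 26 histones, 9 of 33 actin, 5 of 16 tubulin, 8 of 33 oxidative stress, 5 of 30 ER stress, 6 of 14 inflammation, 4 of 17 immediate early and 3 of 7 interferon genes, and 0 of the osmotic, lens epithelial and lens fibre lists.

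Named genes are those of the paper's functional groups, whose values in Supplementary Dataset S1 had been seen, up to 10 genes with the largest rise and fall per comparison among those past the threshold with groups that do not overlap (filled up to 5 by the smallest p), 2 to 4 members of each list described, and Gapdh. Gapdh is measured only by 2 probes shared with related genes, with log2 fold changes from Control to Galactose of 0.72 and 0.71 (standard errors 0.44 and 0.45).

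The alternatives were another filter, a second quantile normalization over the named probes, centring each array on its median, 1 probe per gene, another variance model, array weights, a covariate from ribosomal protein genes, other thresholds, the arrays of the compared groups alone, the replicate number as a block, means of linear signal, equal weight per array, and leaving out each array in turn, and for gene lists also camera with an estimated correlation and fry, directional and mixed. Averaging the probes of a gene, keeping probes without a gene, and the second quantile normalization for gene lists were added after the data had been seen. Opacity, RT-qPCR and STRING results were not analysed here.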

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

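The genes below were picked from the results because they passed the test, by a rule set when Supplementary Dataset S1, which lists both, had been seen, and no test in this part was added later.

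Arrdc3 and Hmgb2 rose from Control to Galactose in limma, far above their level in the Control arrays, and the paper's text discusses neither of them. The log2 signal of Arrdc3 was 4.27 ± 0.88 (SD, n = 2) in Control, 8.27 ± 0.26 (SD, n = 3) in Galactose and 7.12 ± 0.36 (SD, n = 2) in Glutamate, a log2 fold change of 4.00 from Control to Galactose (adjusted p = 0.0315). For Hmgb2 the signals were 4.24 ± 0.07, 6.69 ± 0.26 and 5.85 ± 0.35, a log2 fold change of 2.44 (adjusted p = 0.0315). For each gene, 3 of 3 Galactose arrays lay above both Control arrays. Leaving out Galactose 1, 2 or 3 gave log2 fold changes of 4.15, 3.91 and 3.93 for Arrdc3, and 2.56, 2.46 and 2.31 for Hmgb2. Without Galactose 1, 2 or 3 the adjusted p was 0.128, 0.285 and 0.302 for Arrdc3 and 0.128, 0.285 and 0.29 for Hmgb2, and without either Glutamate array it was 0.0901 for both. Without Control Day 6 it was 0.0392 for Arrdc3 and 0.0697 for Hmgb2. Both genes are in Supplementary Dataset S1, where the values of Hmgb2 match neither a single probe nor a mean of probes of the deposited table. No explanation was tested for these genes alone.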

How the results depend on the processing

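Averaging the probes of a gene, keeping probes without a gene, and quantile normalization for gene lists were chosen after the data had been seen.

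The fold rule of 2-fold up and 1.5-fold down (254 probes) gave 152 after a second quantile normalization, 90 with 2-fold in both steps, and 132 (without Control Day 6) to 365 (without Control Day 4) when leaving out 1 array. That with 2.25-fold down (61) gave 36 after quantile normalization and 50 to 86 when leaving out 1 array. The mirror rule (34) gave 73 after quantile normalization, 22 with a mean signal above 5, 13 with 2-fold in both steps, and 25 to 60 when leaving out 1 array (55 without Control Day 6, 60 without Galactose 3). Under the other alternatives run (no filter, linear means, centred arrays, 1 probe per gene, every Galactose array beyond the others, averaged probes) these 3 counts were within 1.5-fold.

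From Control to Galactose (5 changed genes) limma gave 0 without a filter, with array weights or with probes without a gene kept, 3 with a mean signal above 5, 1 in the arrays of the groups compared alone, 11 with centred arrays, 17 with the ribosomal protein covariate, 20 after quantile normalization and 45 at an adjusted p under 0.1, and 0 (without Galactose 1, 2 or 3) to 1717 (without Control Day 4) when leaving out 1 array. For Galactose to Glutamate the count of 0 became 1 with array weights and stayed 0 when leaving out any array. With the replicate number as a block it was 0, with 83 probes higher and 298 lower at an unadjusted p under 0.05. Glutamate against Control (0) gave 1 after quantile normalization, 5 with the covariate, 1 at an adjusted p under 0.1, and 0 to 880 when leaving out 1 array (880 without Control Day 4, 2 without Control Day 6). Galactose against the average of both other groups (0 in limma, 709 probes at an unadjusted p under 0.05) gave 1 with trend and robust, 4 with array weights, 6 with the covariate, 2 at an adjusted p under 0.1, and 0 to 1055 when leaving out 1 array (1055 without Control Day 4, 1 without Glutamate 2). A lone array of a group is then assumed to vary like the other groups. Without a filter more probes enter the adjustment, and the cause was not tested for the other changes.

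The balance of directions depends on scaling and on the Control arrays. The median log2 fold change of all 5320 probes was 0.17 from Control to Galactose (0.16 with centred arrays, 0.00 after quantile normalization) and -0.11 from Galactose to Glutamate (-0.14 and 0.01). At an unadjusted p under 0.05, the 626 higher and 278 lower probes of the first step became 538 and 522 after quantile normalization, and the 60 and 234 of the second became 139 and 156. Without Control Day 6 the numbers of the first step were 446 and 567, and without Control Day 4 they were 1917 and 436.

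The correlation of both changes (-0.649) was -0.686 to -0.518 when leaving out 1 array, and -0.398 in simulated unchanged groups, where both steps share the Galactose arrays. When different Galactose arrays served each step, it was -0.43, -0.443, -0.529, -0.536, -0.552 and -0.447. The simulated value is no reference for these, since their steps share no array. In the simulation a gene had the same spread in every array, though the Galactose arrays lay closer together than the Control arrays.

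Signs reversed in few results, none of them a gene that changed, and the cause was not tested. Slc38a2 from Galactose to Glutamate was 0.04 after quantile normalization (-0.07 otherwise) and -0.29 to 0.15 when leaving out 1 array. From Control to Galactose, Pvalb (0.08) was -0.18 with the covariate and -0.17 to 0.34 when leaving out 1 array, and Gclc (-0.04) was 0.12 with the covariate and -0.20 to 0.12. When leaving out 1 array, Nme2 (1.32) was -0.20 to 2.85, Hist1h4m (1.33) -0.08 to 2.74, Dsc2 (-0.45) -0.90 to 0.00, the median of cytosolic ribosomal proteins (0.645) -0.021 to 1.469 and that of immediate early genes (0.036) -0.375 to 0.553. Over all alternatives, with the estimated correlation (39 of the lost thresholds below) and fry (19 directional, 15 mixed) included, gene lists kept direction and side of the threshold in 827 cases, lost the threshold in 98, passed it in 53 and reversed in 2, and named genes did so in 1497, 33, 59 and 11.

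The signal over background limits the size of changes near the floor. The median of all probes was 2.79 to 2.94 in the arrays, and for genes measured there, such as Slc5a3 in the Galactose arrays (2.05 ± 0.42, SD, n = 3), the fold change depends on the background estimate.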

Differences from the paper's values

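No alternative reported in this part was chosen after the result was seen.

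Taken word for word, the Results describe genes that rise at least 2-fold from Control to Galactose and fall at least 2.25-fold from Control to Glutamate, for which the paper's number is 60. That reading gives 1 probe here, and 0 to 3 under each alternative set before the data were examined, all of which differ from the paper's 60. The Methods of the paper take the second step from Galactose to Glutamate. That reading gives 61 here, close to the paper's 60, and of its alternatives set before the data were examined, quantile normalization differs (36) and the others do not. Of the 265 genes of Supplementary Dataset S1, 60 are at least 2.25-fold down from Galactose to Glutamate, and 92 at least 2-fold. The paper's 60 is thus the number that the rule of its Methods gives. The legend of Fig. 2 gives 2-fold for both steps, which takes 90 probes here, 1.5 times the paper's 60. Of its alternatives set before the data were examined, those that differ are no filter (100), centred arrays (96), and leaving out Control Day 4 (97), Galactose 1 (127), Galactose 3 (104), Glutamate 1 (123) or Glutamate 2 (101). Those that do not are quantile normalization (54), a mean signal above 5 (68), linear means (75), 1 probe per gene (79), every Galactose array beyond the others (71), and leaving out Control Day 6 (71) or Galactose 2 (82).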

Other observations

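The tests chosen only after the result was seen are the effect of Control Day 6 alone on the fold rule, the count of groupings in either direction, both comparisons of the Galactose arrays with all splits of the arrays into 3 and 4, the tests of culture time and RNA quality for Control Day 6, all 3 tests on the osmolyte transporters, and gene lists after quantile normalization.

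Part of the osmotic stress response, the Nfat5 program that protects cells from high osmolarity, was lower with galactose. Of 9 genes in this list, Slc5a3 and Slc6a6 fell in limma, and Slc38a2, a neutral amino acid transporter (log2 fold change -2.82), Aqp1, a water channel (-2.98), and Nfat5 itself (-1.65) were lower adjusted over the list alone. Without Galactose 1, 2 or 3 the adjusted p from limma was 0.124, 0.215 and 0.29 for Slc5a3, and 0.128, 0.285 and 0.175 for Slc6a6. Without Control Day 6 their log2 fold changes were -3.36 and -3.01. Slc5a3 passed the filter on signal through the Control arrays alone. The other 4 genes of the list did not pass: Akr1b1, the aldose reductase that makes galactitol, had 0.61, Aqp5 0.44, Isyna1 -0.19 and Sgk1 -0.27. The median was -1.65 from Control to Galactose (adjusted p = 1.17e-06 from camera; adjusted p = 0.116 with an estimated correlation). It was 0.40 from Galactose to Glutamate (adjusted p = 0.176), and the same 5 genes were lower in Glutamate than in Control adjusted over the list alone, with a list median of -1.24 (adjusted p = 2.06e-06; adjusted p = 0.207 with an estimated correlation).

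Technical explanations and a change in cell composition were tested for these low osmolyte transporter genes.
With centred arrays and after quantile normalization the log2 fold change of Slc5a3 was -3.47 and -3.54. The array medians of the named probes lay between 3.27 and 3.37, so centring could not remove such a change. The quantile normalization started from values that the authors had already normalized, and only Slc5a3 was compared, so neither decides about their normalization. Without Control Day 6 the median of the list was -1.68, which argues against that array alone.
Fewer epithelial cells in the lenses cultured with galactose may lower such genes. The lower quartile of the lens epithelial genes was -0.84 against a median of -1.65 for the whole osmotic list. The epithelial list holds Cryab, whose signal reached 13.16, so its members need not all be confined to these cells, and the comparison does not decide the question.
A loss of these cells stays open, as the whole cause or a part of it, since Aqp1, which is in both lists, Foxe3 and Pdgfra were lower.
A response of the lens to galactose or its metabolites, such as a filling of the cells with galactitol, stays open as a hypothesis, and was not tested.

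Under the fold rule, 254 probes were higher with galactose and lower again with glutamate. In this direction 2 of 100 groupings reached 254, the real one and 1 with 272, the highest of the others. Counts this large were thus rare, but the grouping with 272 also keeps the 3 Galactose arrays together. It mixes the Control and Glutamate arrays, so the count does not tell these groups apart.
In either direction 4 more groupings reached 255 to 312 by the mirror rule, which makes 6 of 100, with 312 the highest of the others. In these 4 the middle group holds Control Day 6 and no Galactose array, so they carry part of the same difference. The groupings in either direction therefore do not decide the question, and chance cannot be excluded.
Spread between arrays with shared Galactose arrays gave at most 53 in simulated groups. There genes vary independently and with the same spread in every array, so that this bound is no more than a guide.
Without Control Day 6 the count was 132 and that of the mirror rule 55, which argues against that array as the whole cause.
For the Galactose arrays against the other 4 arrays, 668 probes had an unadjusted p under 0.05 in limma (highest other split 713, and 2 of 35 splits as large). In limma 1 gene changed (highest other split 2, and 2 of 35 splits as large). For both counts the other split keeps the 3 Galactose arrays together and apart from both Control arrays. It carries part of the same difference, so these splits do not decide the question, and chance cannot be excluded.

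Control Day 6 stood apart from Control Day 4, with 1352 probes at least 2-fold lower.
In either direction 1521 probes were 2-fold apart. After quantile normalization the number was 1326, against at most 309 in the other pairs, which argues against the distribution of signals left by the authors' normalization.
Of the 1352 probes, 8.3% were also 2-fold lower in the mean of the Galactose arrays, which were cultured as long, and this argues against a culture time effect that is the same in every medium.
Cytosolic ribosomal proteins, the proteasome and oxidative phosphorylation had medians of -1.64, -1.23 and -1.40 in Control Day 6 relative to Control Day 4, at least -0.83 beyond the median of all tested probes (-0.40).
RNA amount or quality and a culture time effect without galactose may each lower them, and with 1 array per culture time these cannot be told apart.

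The same families and mitochondrial ribosomal proteins were higher in Galactose than in Control, and did not pass the test without Control Day 6, where their medians were 0.06 for oxidative phosphorylation, 0.06 for the proteasome, -0.03 for mitochondrial and -0.02 for cytosolic ribosomal proteins. With all arrays, their median log2 fold changes, adjusted p from camera, adjusted p with an estimated correlation and adjusted p without Control Day 6 were 0.76, 5.63e-05, 0.626 and 0.197 for oxidative phosphorylation, 0.61, 2.95e-04, 0.626 and 0.197 for the proteasome, 0.61, 4.4e-04, 0.626 and 0.785 for mitochondrial ribosomal proteins, and 0.65, 9.46e-04, 0.672 and 0.764 for cytosolic ribosomal proteins (0.119 without Galactose 1). No member changed in limma, 12, 9, 6 and 11 were higher and 0, 0, 0 and 1 lower at an unadjusted p under 0.05, and Ndufs5, a subunit of complex I, was higher adjusted over its list alone. In the second step, from Galactose to Glutamate, their adjusted p was 0.261, 0.741, 0.81 and 0.432, and that of oxidative phosphorylation was 0.0333 without either Control array and 0.0224 without Galactose 3, and that of cytosolic ribosomal proteins 0.0365 without Galactose 3, both lower in Glutamate.

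For the other lists, from Control to Galactose and from Galactose to Glutamate, the adjusted p from camera was 0.075 and 0.141 for glycolysis, 0.127 and 0.366 for polyol and galactose metabolism, 0.347 and 0.111 for sterol synthesis, 0.354 and 0.764 for the heat shock response, 0.671 and 0.847 for hypoxia, and 0.913 and 0.141 for glutathione. Single arrays changed some of these calls: glycolysis had 0.0243 without Control Day 6 and 0.00922 without Galactose 1 (second step 0.0122), polyol and galactose metabolism 0.0424 without Galactose 1, and sterol synthesis in the second step 0.0324 without Galactose 2 and 0.00364 without Glutamate 2. No gene of these lists changed in limma. At an unadjusted p under 0.05, in the same order, 3, 3, 3, 2, 0 and 2 were higher and 0, 0, 0, 1, 2 and 1 lower in Galactose than in Control, and 0, 0, 0, 0, 0 and 1 were higher and 2, 1, 0, 1, 0 and 0 lower in Glutamate than in Galactose. Slc16a1, a lactate transporter, was higher in Galactose by 1.14, and Gclc, in the glutathione list, higher in Glutamate by 1.14, both adjusted over the list alone.

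Interferon response genes had a median of 0.94 from Control to Galactose (adjusted p = 0.118) and of -0.61 from Galactose to Glutamate (adjusted p = 0.0384; adjusted p = 0.389 with an estimated correlation). The second adjusted p was 0.0518 without either Control array, 0.206 without Galactose 1, 0.0751 without Glutamate 1 and 0.057 without Glutamate 2. From Control to Galactose, the median of inflammation and Stat3 signalling was 0.74 (adjusted p = 0.347, or 0.00344 without Control Day 6), that of immediate early genes 0.04 (adjusted p = 0.475, or 5.92e-05 and higher without Control Day 6, and 0.0296 and lower without Control Day 4), that of lens fibre genes -0.01 (adjusted p = 0.0656, or 0.0468 without either Glutamate array and 0.00471 after quantile normalization), and that of glutamate and proline metabolism and transport 0.11 (adjusted p = 0.498, with Slc38a2 lower adjusted over the list alone).

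Of the metallothioneins, 2 genes had a signal above 5, too few for a list test. Their median distance from the gene means was -0.23 in Control Day 4, -2.92 in Control Day 6, 1.55, 1.96 and 1.29 in the Galactose arrays and -0.22 and -1.43 in the Glutamate arrays.

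Markers of other cell types were low. No retinal gene and none of blood vessels and erythrocytes was above 5 in any array (highest Pde6a with 3.96 and Egfl7 with 4.36), 2 of leukocytes were (highest Cd68 with 5.15), and 1 of fibroblasts and smooth muscle (Des, a muscle intermediate filament protein, with 6.26 at most). Des was at 6.26 and 6.04 in the Control arrays, 4.24, 3.92 and 4.12 in the Galactose arrays, and 6.23 and 4.48 in the Glutamate arrays. Of ciliary body, iris and pigment cells 3 genes were above 5 (highest Car14 with 7.29), with a median of 0.96 from Galactose to Glutamate (adjusted p = 0.0172; adjusted p = 0.196 with an estimated correlation, and 0.294 without Glutamate 1). Their adjusted p from Control to Galactose was 0.913.

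The paper lists genes shared with HAT inhibitors, genes shared with Atm inhibitors, and a group for oxidative and ER stress. It kept all of them after RT-qPCR, and the shared genes also varied in its RT-qPCR with those inhibitors. All were first chosen on these arrays, so their array values are not independent evidence. Of the 10, 8 and 3 genes, 1, 0 and 0 rose in limma from Control to Galactose, and 10, 8 and 3 were higher at an unadjusted p under 0.05 and adjusted over the list alone. In Glutamate, compared with Galactose, 0 changed in limma, and 9, 7 and 2 were lower at an unadjusted p under 0.05 and adjusted over the list alone.

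Higher in Glutamate than in Galactose, without passing the test, were Pvalb, a calcium-binding protein, by 1.71, Dact1, a regulator of Wnt signalling, by 1.45, Dsc2, a desmosomal cadherin, by 1.35, and Rbm24, an RNA-binding protein, by 1.20 on the log2 scale (adjusted p = 0.606 for each from limma).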
